# Four putative SWI2/SNF2 chromatin remodelers have dual roles in regulating DNA methylation in Arabidopsis

**DOI:** 10.1038/s41421-018-0056-8

**Published:** 2018-10-16

**Authors:** Dong-Lei Yang, Guiping Zhang, Lili Wang, Jingwen Li, Dachao Xu, Cuiru Di, Kai Tang, Lan Yang, Liang Zeng, Daisuke Miki, Cheng-Guo Duan, Huiming Zhang, Jian-Kang Zhu

## Abstract

DNA methylation is a conserved epigenetic mark that is critical for many biological processes in plants and mammals. In Arabidopsis, the antagonistic activities of RNA-directed DNA methylation (RdDM) and ROS1-dependent active DNA demethylation are key for the dynamic regulation of locus-specific DNA methylation. However, the molecular factors that coordinate RdDM and active demethylation are largely unknown. Here we report that CLSY4 and its three paralogous SWI2/SNF2-type chromatin-remodeling proteins function in both RdDM and DNA demethylation in Arabidopsis. We initially identified CLSY4 in a genetic screen for DNA demethylation factors and subsequently demonstrated that it also is important in RdDM. Comprehensive genetic analyses using single and high order mutants of CLSY family proteins revealed their roles as double agents in the balance between methylation and demethylation reactions. The four CLSY proteins collectively are necessary for the canonical RdDM pathway; at the same time, each CLSY likely mediates DNA demethylation at specific loci where DNA methylation depends on RdDM. These results indicate that the four chromatin-remodeling proteins have dual functions in regulating genomic DNA methylation, and thus provide new insights into the dynamic regulation of DNA methylation in a model multicellular eukaryotic organism.

## Introduction

DNA methylation is an important epigenetic mark that confers transcriptional regulation of genes and transposable elements^1–4^. Aberrant DNA methylation can disrupt normal developmental processes and cause disease symptoms in plants and mammals^5,6^. A specific DNA methylation pattern is an outcome of dynamic regulation by methylation establishment and maintenance, together with methylation removal activities.

In plants, de novo DNA methylation can be established by the RNA-directed DNA methylation (RdDM) pathway, in which complementary pairing between 24-nt siRNAs and nascent scaffold RNAs, together with protein–protein interactions, recruits the DNA methyltransferase DRM2 for DNA methylation^4,7–10^. Production of nearly all 24-nt siRNAs depends on the plant-specific RNA polymerase Pol IV, which generates single-stranded non-coding RNAs that serve as templates for downstream processing by RDR2 (RNA-dependent RNA polymerase 2) and DCL3 (Dicer-like 3) to produce 24-nt siRNAs^11–17^. Pol IV is recruited to RdDM targets in part by a SAWADEE domain-containing protein, SHH1/DTF1, which binds via its Tudor domain to histone H3 with methylated H3K9^18,19^. Both Pol IV and DTF1/SHH1 associate with CLSY1^18,19^, which is a chromatin-remodeling protein involved in Pol IV-dependent siRNA production^20^. However, it appears that CLSY1 only affects a part of Pol IV-dependent RdDM^21^, and it is unclear whether other chromatin-remodeling proteins are involved in Pol IV-dependent siRNA production and DNA methylation.

Active DNA demethylation counteracts the establishment and maintenance of DNA methylation to prevent DNA hypermethylation at specific loci^22^. In plants, a family of bifunctional 5-mC DNA glycosylases initiates active DNA demethylation through a base excision repair pathway^23–26^. ROS1 is a major DNA demethylase in Arabidopsis and is particularly important for counteracting DNA methylation established by the RdDM pathway, although it also demethylates RdDM-independent methylation at some genomic regions^22,23,27,28^. The *ROS1* gene promoter contains a short DNA sequence termed MEMS (DNA MEthylation Monitoring Sequence). DNA methylation is positively correlated with *ROS1* gene expression and is co-regulated by the RdDM pathway, by the CG methylation maintenance methyltransferase MET1, and by ROS1 itself;^29–31^ thus MEMS serves as an indicator of general methylation and demethylation activities and enables the coordination of DNA methylation and active DNA demethylation through transcriptional regulation of *ROS1*. Although it is evident that DNA methylation is dynamically regulated by methylation and demethylation processes, the underlying mechanisms of this fine dynamic regulation, besides the transcriptional regulation of *ROS1*, remain to be discovered.

In this study, our genetic screen for Arabidopsis DNA demethylation factors led to the isolation of a *clsy4* mutant. Investigations on single, triple, and quadruple mutants of CLSY1, CLSY2, CLSY3, and CLSY4 revealed that these four chromatin-remodeling proteins not only redundantly function in Pol IV-dependent RdDM, but also individually mediate active DNA demethylation at specific genomic regions including RdDM targets. Our results show that the four CLSY proteins collectively are necessary for Pol IV-dependent siRNA production and DNA methylation in the canonical RdDM pathway. Importantly, each CLSY also mediates DNA demethylation at loci where DNA methylation depends on one or more of the other three CLSY proteins, thereby providing a novel mechanism underlying the dynamic regulation of DNA methylation in Arabidopsis.

## Results

### Identification of CLSY4/CHR40 as a DNA demethylation factor

In searching for molecular factors involved in active DNA demethylation, we conducted a genetic screen in a T-DNA mutant collection (Supplementary Table S1) using Chop-PCR to assess the DNA methylation status of two genomic loci, Pm36 and Pm27 (Supplementary Fig. S1a). Pm36 and Pm27 are located in the 3′ regions of At1g26400 and At1g26390, respectively, and both show DNA hypermethylation in the *ros1* mutant and were used successfully as markers to isolate *idm1* (*increased DNA methylation 1*) and *idm2* (*increased DNA methylation 2*) mutants that are defective in the regulation of active DNA demethylation (Supplementary Fig. S1a)^32,33^. In a T-DNA insertion mutant (SALK_102252) of At3g24340, both Pm36 and Pm27 could be amplified after methylation-sensitive enzyme digestion, suggesting DNA hypermethylation in this mutant (Fig. 1a, b; Supplementary Fig. S1b, c). Moreover, another T-DNA insertion mutant allele for this gene (SALK_003876) also exhibited DNA hypermethylation (Fig.1a, b; Supplementary Fig. S1b, c). At3g24340 encodes Chromatin Remodeling 40 (CHR40), a member of the ATP-dependent chromatin remodeler protein family that is also known as CLSY4^34^. To confirm the DNA hypermethylation phenotype, we performed bisulfite sequencing at the two loci and found that DNA methylation levels in all cytosine contexts (CG, CHG, and CHH, where H represents A, T, and C) were increased in both *clsy4/chr40* alleles as is also the case in the *ros1* mutant (Fig. 1c, d).

**Fig. 1:**
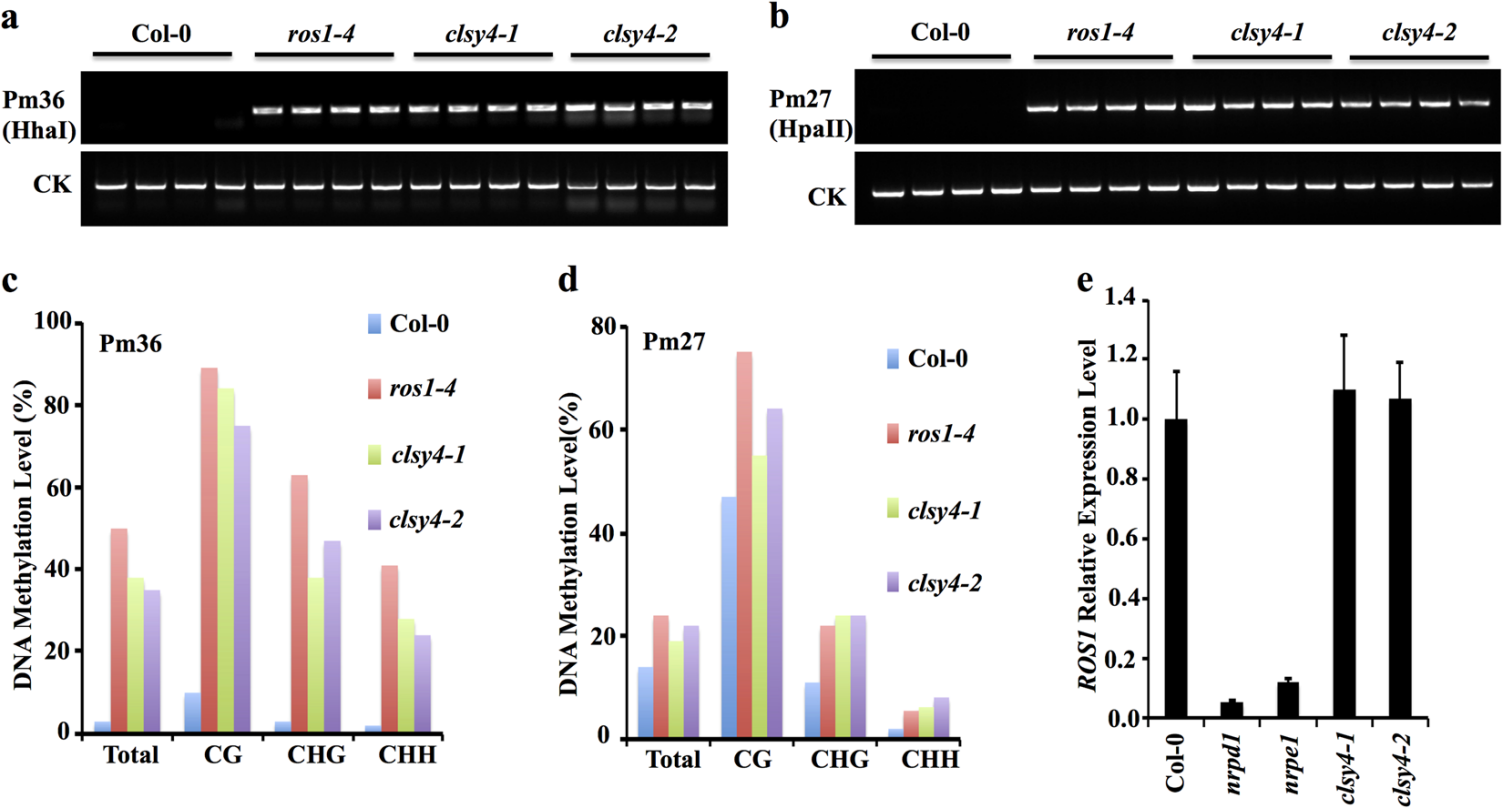
Identification of CLSY4/CHR40 as a regulator of DNA demethylation. **a** DNA methylation analysis at Pm36 by chop-PCR with digestion by the methylation-sensitive enzyme HhaI. Undigested DNA was used as the control (CK). **b** DNA methylation analysis at Pm27 by chop-PCR with digestion by the methylation-sensitive enzyme HpaII. Undigested DNA was used as the control. **c** and **d** Individual locus bisulfite sequencing at Pm36 (**c**) and Pm27 (**d**). **e** qRT-PCR analysis of *ROS1* transcript levels. Bars indicate the standard error of three biological replicates

Previous reports showed that the reduced *ROS1* expression in various RdDM mutants causes increased DNA methylation at certain loci in the genome^22,30,35^. Given that CHR40 was previously found to be associated with the Pol IV protein complex^34^, we suspected that DNA hypermethylation in *clsy4/chr40* mutants might be caused indirectly by a decrease in *ROS1* expression. However, real-time PCR assays showed that the transcript level of *ROS1* was not changed in either of the *clsy4/chr40* mutant alleles compared to wild-type plants (Fig. 1e), suggesting that CLSY4/CHR40 is more likely to be directly involved in the ROS1-mediated active DNA demethylation pathway.

In addition, transgenic expression of *CLSY4* driven by its native promoter rescued the CHH and CHG hypermethylation phenotype in the *clsy4-1*/*chr40-1* mutant (Supplementary Fig. S1d, e), supporting the inference that the mutations in *CLSY4/CHR40* are responsible for DNA hypermethylation at the tested loci.

### CLSY4 affects DNA methylation at many genomic regions

CLSY4/CHR40 belongs to the SWI2/SNF2 family of chromatin-remodeling proteins, and is in the clade of six plant-specific members (Supplementary Fig. S2a) that include CLSY1 and DRD1; DRD1 is a component of the DDR complex required for Pol V function in RdDM^36^. A previous study reported that CLSY4 could be co-purified with the largest subunit of Pol IV, suggesting its possible role in RdDM^34^. However, our results above suggested that CLSY4 functions in DNA demethylation. To investigate this inconsistency, we performed high coverage (~60x) whole-genome bisulfite sequencing of the *clsy4-1*/*chr40-1* mutant in order to examine the DNA methylome of *clsy4* mutant plants (Supplementary Table S2). We identified 1404 hypermethylated differentially methylated regions (hyper-DMRs) and 314 hypomethylated DMRs (hypo-DMRs) in *clsy4-1* mutant plants compared to wild-type plants (Supplementary Fig. S2b). For the hyper-DMRs, DNA methylation in three sequence contexts, including CG, CHG, and CHH, was increased in the *clsy4-1*/*chr40-1* mutant (Fig. 2a). This pattern of increased methylation in all three sequence contexts was also observed in *ros1* single and *ros1dml2dml3* (*rdd*) triple mutants^32^. According to our analysis, about 60% of the hyper-DMRs in *clsy4-1/chr40-1* also showed hypermethylation in the *rdd* mutant (Fig. 2a). Even for the *clsy4*-specific hyper-DMRs, DNA methylation in CG, CHG, and CHH contexts was also significantly increased in *rdd* mutant plants, although the increase was less than that in *clsy4* (Fig. 2a), possibly due to the remaining 5-mC DNA glycosylase DME in *rdd*.

**Fig. 2:**
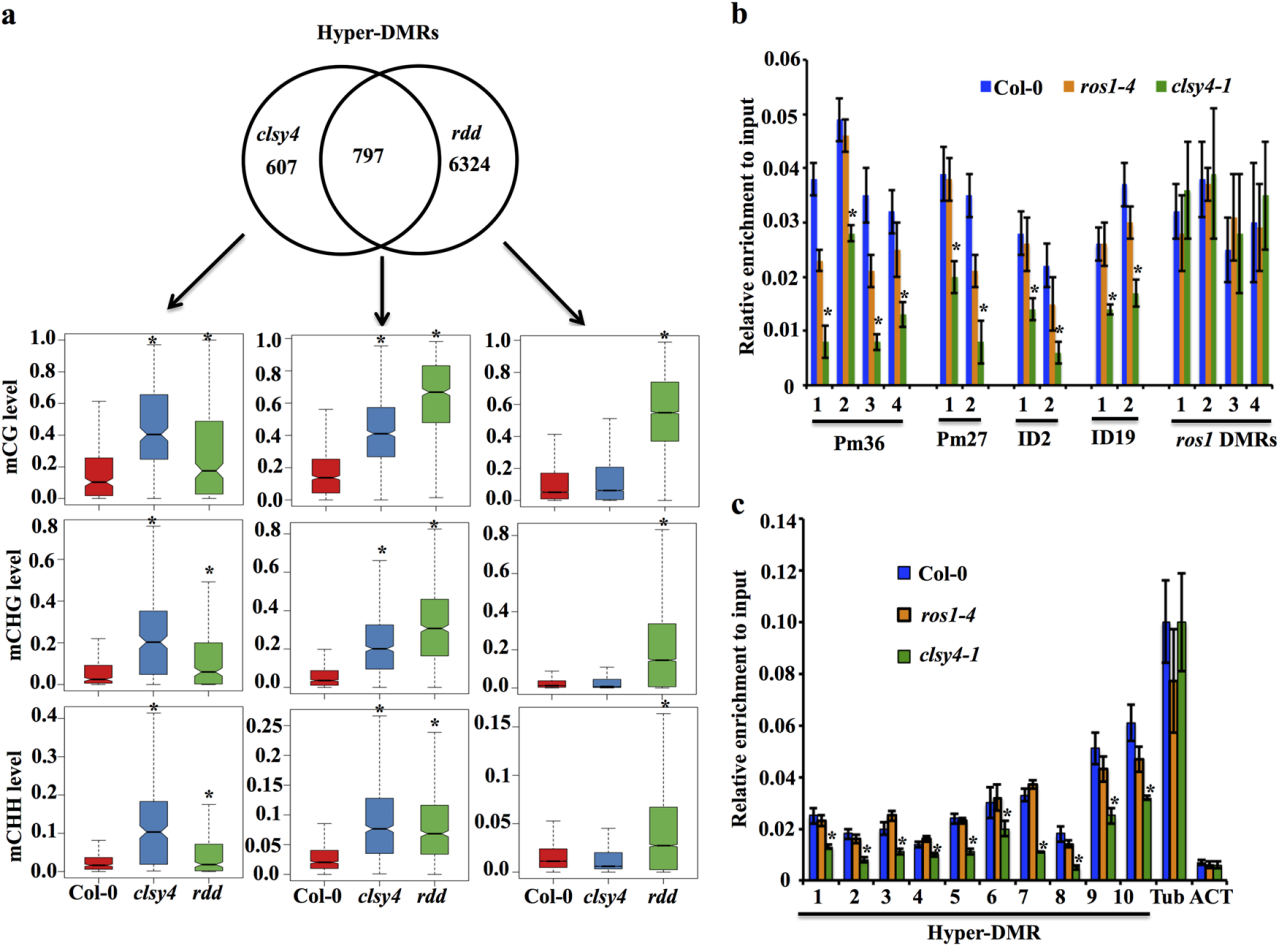
Features of *clsy4* hyper-DMRs. **a** Venn diagram showing the overlap of hyper-DMRs between *clsy4* and *rdd* mutants, and box plots showing the DNA methylation levels in three sequence contexts at *clsy4-*specific, *rdd-*specific, and overlapped DMRs. *Indicates significant difference by Wilcoxon sum test (*P* < 0.01). **b** Nucleosome density indicated by histone H3 levels at the Pm36, Pm27, ID2, and ID19 loci with four *rdd*-specific hyper-DMRs as controls measured by chromatin immunoprecipitation (ChIP). Bars indicate the standard deviation of three biological replicates. *Indicates statistical difference between the wild type and *clsy4* according to Student’s *t*-test (*P* < 0.01). **c** Nucleosome density indicated by histone H3 levels at 10 *clsy4* hyper-DMRs measured by ChIP. Tubulin 8 and actin 2 served as controls. *Indicates statistical difference between the wild type and *clsy4* according to Student’s *t*-test (*P* < 0.01). Bars indicate the standard deviation of three biological replicates

Increased DNA methylation levels at two hyper-DMRs, ID2 (increased DNA methylation 2) and ID19, were confirmed by individual locus bisulfite sequencing (Supplementary Fig. S2c, d). The siRNA abundance at Pm36, ID2, and ID19 was not increased in *clsy4* mutants, as shown by northern blotting (Supplementary Fig. S2e), indicating that the DNA hypermethylation was not due to increased accumulation of siRNAs. Given that *CLSY4* encodes a putative ATP-dependent chromatin-remodeling protein that might regulate nucleosome positioning, we assessed the nucleosome occupancy at the hyper-DMRs^37^ using anti-histone H3 for ChIP-qPCR assays after MNase digestion. At four genomic regions (Supplementary Fig. S3a) that were confirmed to be hypermethylated by individual locus bisulfite sequencing in both *clsy4* and *ros1* (Fig. 1c, d; Supplementary Fig. S2c, d), the ChIP signals were significantly lower in *clsy4* mutant plants than in wild-type plants, indicating that the nucleosome occupancy at those regions was reduced in *clsy4* (Fig. 2b). In contrast, the signals in the wild type and the *ros1* mutant were comparable (Fig. 2b), indicating that ROS1 does not affect nucleosome positioning. In addition, at four *rdd* mutant-specific hyper-DMRs (Supplementary Fig. S3b), the nucleosome occupancy was not deceased in the *clsy4* mutant (Fig. 2b), suggesting a direct role of CLSY4 in the regulation of active demethylation. At 10 other randomly selected hyper-DMRs of *clsy4* (Supplementary Fig. S4), the *clsy4* mutant also showed lower nucleosome occupancy than the wild type and *ros1* (Fig. 2c). These results suggest that CLSY4 likely facilitates active DNA demethylation through nucleosome remodeling.

To determine whether the increased DNA methylation in *clsy4* affects gene expression, we selected 12 genes near the hyper-DMRs and measured their expression levels (Supplementary Figs. S5, S6). Eight of the 12 selected genes showed reduced transcript levels in the *clsy4* mutant (Supplementary Figs. S5, S6). One gene, At3g44910, showed an increased expression in *clsy4* and *ros1* (Supplementary Fig. S6a), providing a case in which DNA methylation is positively correlated with the transcript level. Taken together, the results show that CLSY4-dependent DNA demethylation contributes to gene regulation.

Among the 314 hypo-DMRs identified in the *clsy4-1*/*chr40-1* mutant, only 16 overlapped with *nrpd1* hypo-DMRs, suggesting that a large subset of the hypo-DMRs in *clys4* mutant are not RdDM target loci (Fig. 3a). Four common hypo-DMRs were selected for validation by individual locus bisulfite sequencing, which showed that DNA methylation was indeed reduced in both the *clsy4* and *nrpd1* mutants relative to the Col-0 wild type and *ros1* mutant (Fig. 3b–e). siRNAs were abolished at the tested loci in the *nrpd1* mutant and were not reduced in the *clsy4* mutant (Fig. 3f). siRNA accumulation at several known RdDM target loci such as Solo-LTR, AtSN1, and GP1, was unaffected in *clsy4* (Supplementary Fig. S7a); DNA methylation at these loci was also unaffected in *clsy4* mutant plants (Supplementary Fig. S7b–d). Altogether, our genome-wide analyses of DMRs in *clsy4* revealed that CLSY4 is likely involved in DNA demethylation and, to a lesser degree, in Pol IV-dependent RdDM.

**Fig. 3:**
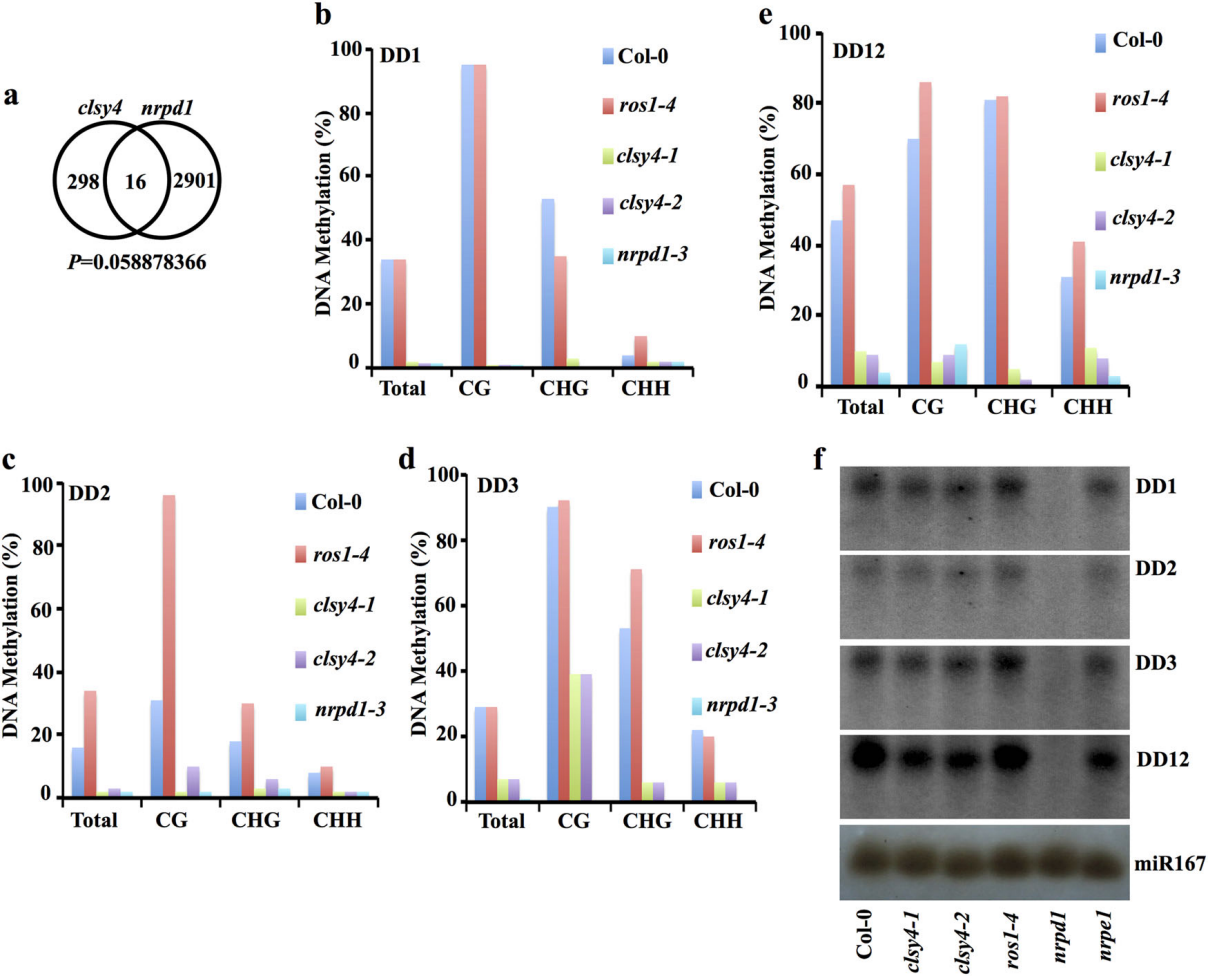
CLSY4 is required for DNA methylation at certain RdDM target loci. **a** Venn diagram showing the overlap of hypo-DMRs between *clsy4* and *nrpd1*. **b**–**e** The DNA methylation levels at the DD1, DD2, DD3, and DD12 loci as determined by individual locus bisulfite sequencing. **f** Small RNA northern blots showing siRNA abundance at the indicated hypo-DMRs

### The relationship between RdDM and DNA demethylation mediated by CLSY4

To investigate the relationship between CLSY4-mediated DNA demethylation and RdDM, we carried out genetic analysis in the *clsy4-1nrpd1-3* and *clsy4-1nrpe1-11* double mutants at three *clsy4* hyper-DMRs (Pm36, ID2, and ID19). These tested loci are also ROS1 target loci (Fig. 4a–c). At these loci, the DNA methylation in CHG and CHH contexts was substantially lower in the double mutants *clsy4nrpd1, clsy4nrpe1*, *ros1nrpd1*, and *ros1nrpe1* than that in the *clsy4* and *ros1* mutants (Fig. 4a–c), indicating that these loci are RdDM targets. The variation in CG methylation was substantial and included full maintenance at PM36 in *clsy4nrpd1*, *clsy4nrpe1*, *ros1nrpd1*, and *ros1nrpe1*; partial maintenance at ID2 in *ros1nrpd1* and *ros1nrpe1*; and complete reduction at ID19 in *clsy4nrpd1*, *clsy4nrpe1*, *ros1nrpd1*, and *ros1nrpe1* (Fig. 4a–c). These results suggest that the DNA hypermethylation in *clsy4* depends on the RdDM pathway. We did not observe any additive effect between *clsy4* and *ros1* by comparing the DNA methylation levels at these loci in *clsy4* and *ros1* single mutants to those in the *ros1clsy4* double mutant (Fig. 4a–c). These genetic analysis results, together with the data showing that the DNA methylation levels at *clsy4* hyper-DMRs were increased in *rdd* (Fig. 2a), strongly suggest that CLSY4/CHR40 and the ROS1 family DNA demethylases function in the same genetic pathway for DNA demethylation.

**Fig. 4:**
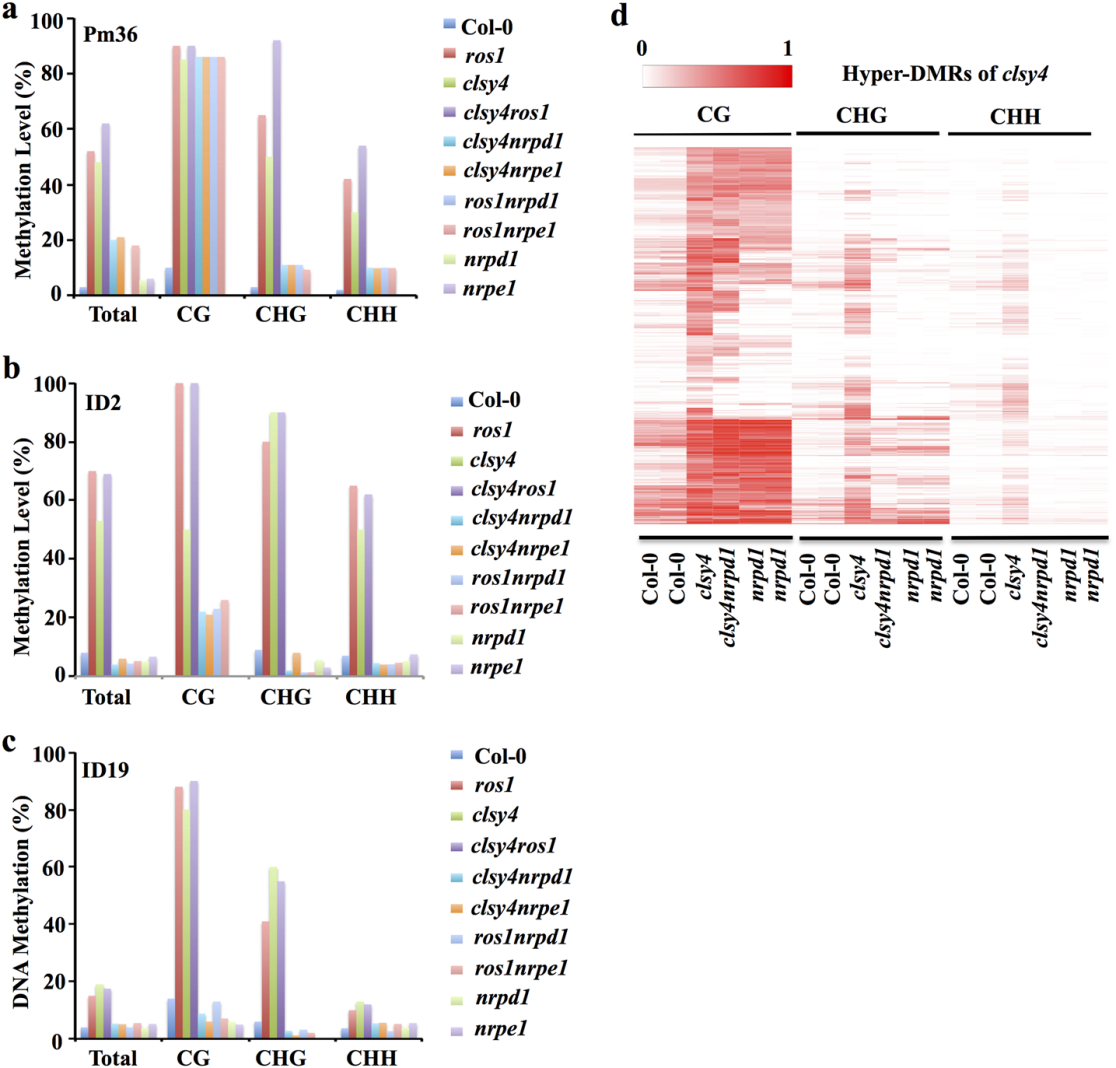
DNA hypermethylation of *clsy4* depends on RdDM. **a**–**c** DNA methylation levels at the indicated *clsy4* hyper-DMRs in various genotypes as measured by individual locus bisulfite sequencing. **d** Heatmap analysis of the DNA methylation levels of three types (CG, CHG, and CHH) of *clsy4* hyper-DMRs in the indicated genotypes

To further examine the dependence of the *clsy4* hyper-DMRs on RdDM, we conducted high coverage (~58x) methylome analysis of the *clsy4nrpd1* double mutant using whole-genome bisulfite sequencing (Supplementary Table S2). The cytosine methylation level at *clsy4* hyper-DMRs was clearly reduced in the *clsy4nrpd1* double mutant (Supplementary Fig. 8). In the CHG and CHH sequence contexts, DNA methylation in the double mutant was significantly lower than that in the Col-0 wild type, but was comparable to that in the *nrpd1* mutant, whereas DNA methylation in the CG context was only slightly reduced in the double mutant (Supplementary Fig. S8a–d). Heatmap analysis also showed that the CHH methylation at most *clsy4* hyper-DMRs was decreased in the *clsy4nrpd1* double mutant (Fig. 4d), while CHG methylation was reduced at the majority of the hyper-DMRs, and CG methylation was reduced at a subset of the hyper-DMRs in the double mutant (Fig. 4d). These results suggest that the hypermethylation of non-CG sequences throughout the genome in *clsy4* depends on RdDM.

### Four CLSYs redundantly regulate DNA methylation at RdDM target loci

The Arabidopsis CLSY1, CLSY2, CLSY3, and CLSY4 are four closely related chromatin-remodeling proteins and thus may have redundant functions in regulating DNA methylation. To understand their genetic relationships, we crossed their respective mutants and constructed high order mutants including three triple mutants (*clsy123* refers to *clsy1clsy2clsy3*, *clsy134* refers to *clsy1clsy3clsy4*, and *clsy234* refers to *clsy2clsy3clsy4*) and a quadruple mutant (*clsy1234* refers to *clsy1clsy2clsy3clsy4*) (Supplementary Table S3). Whole-genome bisulfite sequencing was conducted in the high order mutants together with the single mutants with high coverage (Supplementary Table S2). Hundreds of hyper-DMRs were identified in *clsy1*, *clsy2*, and *clsy3* single mutants, with the majority being shared by the *rdd* mutant, i.e., 77% in *clsy1*, 61% in *clsy2*, and 67% in *clsy3* overlapped with the hyper-DMRs in *rdd* (Fig. 5a). Consistent with the hypermethylation in *clsy* single mutants, the CHG and CHH methylation level of transposons was higher in *clsy1*, *clsy2*, and *clsy3* than that in the wild type (Supplementary Fig. S9a). The overlapped hyper-DMRs among the four *clsy* single mutants were very limited (Fig. 5b), suggesting that each CLSY controls DNA demethylation in a locus-specific manner. The majority of the hyper-DMRs in the triple mutants and the quadruple mutant were also shared by *rdd*, with 62% overlap for *clsy123*, 69% overlap for *clsy134*, 67% overlap for *clsy234*, and 69% overlap for *clsy1234* (Fig. 5c).

**Fig. 5:**
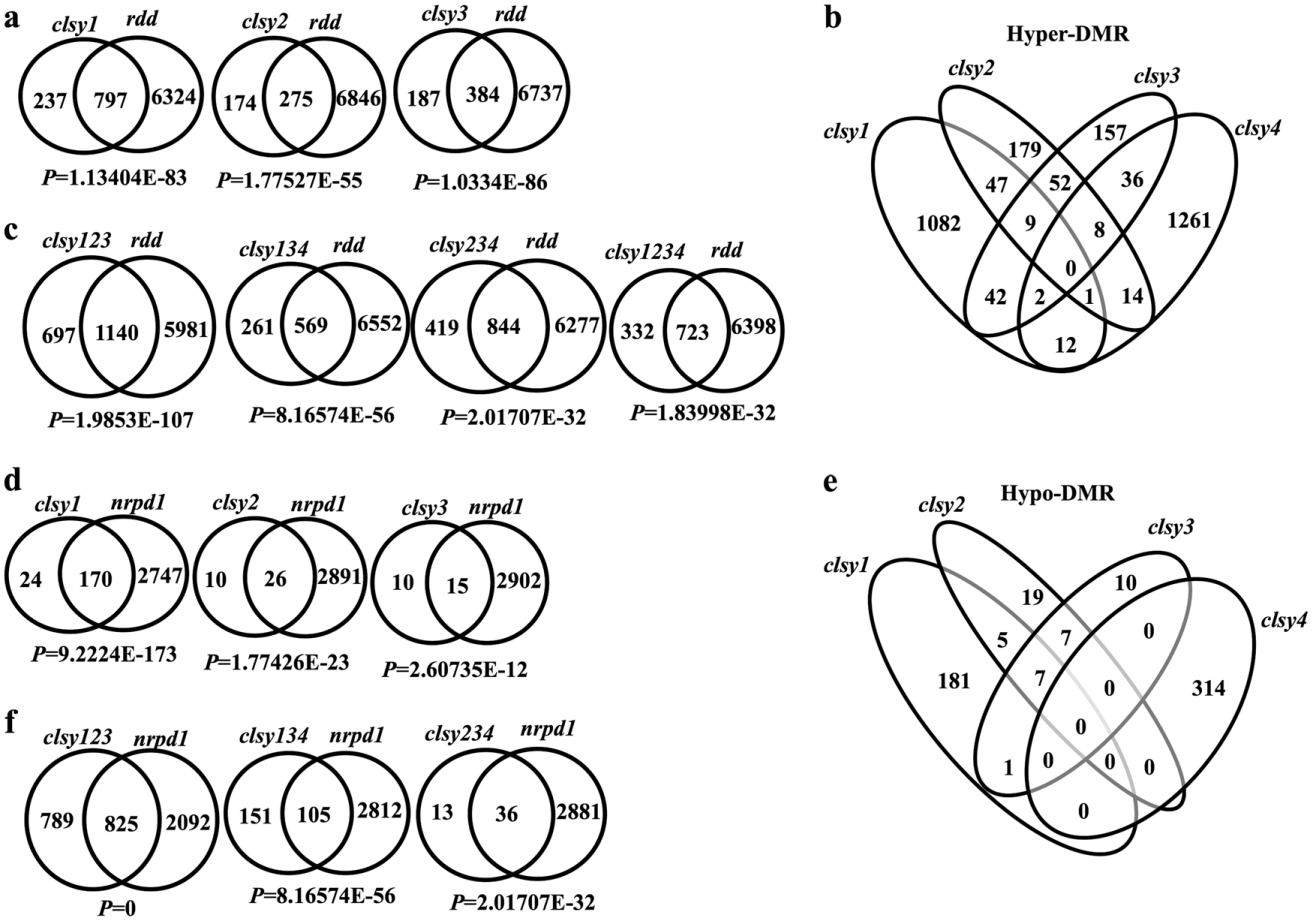
Analyses of DMRs in *clsy* single and triple mutants. Venn diagram showing the overlap of hyper-DMRs between **a** *rdd* and *clsy1*, *clsy2*, or *clsy3*; **b** *clsy* single mutants; and **c** *rdd* and *clsy123*, *clsy134*, *clsy234*, or *clsy1234*. Venn diagram showing the overlap of hypo-DMRs between **d** *nrpd1* and *clsy1*, *clsy2*, and *clsy3*; **e** *clsy* single mutants; and **f**. *nrpd1* and *clsy123*, *clsy134*, and *clsy234*. *P*-values are indicated under each overlap (hypergeometric distribution test)

In contrast to the hypo-DMRs in *clsy4* (Fig. 3a), the majority of hypo-DMRs in the other three *clsy* single mutants were shared by *nrpd1* (Fig. 5d), indicating important roles of CLSY1, 2, and 3 in RdDM. Again, each CLSY affected DNA methylation in largely distinct genomic regions (Fig. 5e). Even though certain hypo-DMRs were identified in the four *clsy* single mutants, DNA methylation levels at gene body and transposon regions in the single mutants were not as low as those in the *nrpd1* mutant (Supplementary Fig. S9a), suggesting that the four CLSYs are largely redundant in mediating RdDM. The triple mutant *clsy123* had the highest number of hypo-DMRs (*n* = 1614), while *clsy134* had an intermediate number (*n* = 256), and *clsy234* had the lowest number (*n* = 49) (Fig. 5f). The majority of the hypo-DMRs in the three triple mutants were RdDM targets (Fig. 5f). In addition, among the three triple mutants, *clsy123* had the lowest and *clsy234* had the highest CHH methylation levels at both gene and transposon regions (Supplementary Fig. S9b), suggesting a predominant role of CLSY1 and a minor role of CLSY4 in controlling of DNA methylation at RdDM target regions.

The CHG and CHH methylation levels at gene body regions in the *clsy1234* mutant were quite similar to those in *nrpd1* (Supplementary Fig. S9b). At transposons, which are the major RdDM targets, the CHG and CHH methylation levels were reduced more in *clsy1234* than in *nrpd1* (Supplementary Fig. S9b). Thousands of hypo-DMRs were identified in *clsy1234*, the majority of which were shared by *nrpd1* (Fig. 6a). Importantly, the methylation level was also reduced in *nrpd1* at *clsy1234-*specific hypo-DMRs, and vice versa (Fig. 6a). Heatmap analysis showed highly similar patterns of CHG and CHH hypomethylation in *clsy1234* and *nrpd1* at *nrpd1* hypo-DMRs (Fig. 6b). DNA hypomethylation at RdDM target loci was observed in the single mutants *clsy1* and *clsy4*, whereas *clsy2* and *clsy3* showed little difference compared to the wild type (Fig. 6b). Non-CG methylation was moderately reduced in *clsy123* and was less reduced in *clsy134*, whereas *clsy234* showed little reduction in non-CG methylation (Fig. 6b). The methylation analyses of RdDM regions of the single and triple mutants also suggested that CLSY1 predominates among the four CLSY proteins in mediating RdDM, which might explain why CLSY1 but not the other three CLSY proteins has been identified from genetic screens for RdDM factors^20^. These results demonstrate that the four CLSY members redundantly control DNA methylation at RdDM target loci. DNA methylation at several known RdDM target loci was also examined using chop-PCR. The chop-PCR results showed that IGN5, AtSN1, and Solo-LTR were hypomethylated in *clsy1234* as well as in the RdDM mutants *nrpd1* and *nrpe1* (Fig. 6c), supporting the inference that RdDM was blocked in the quadruple mutant.

**Fig. 6:**
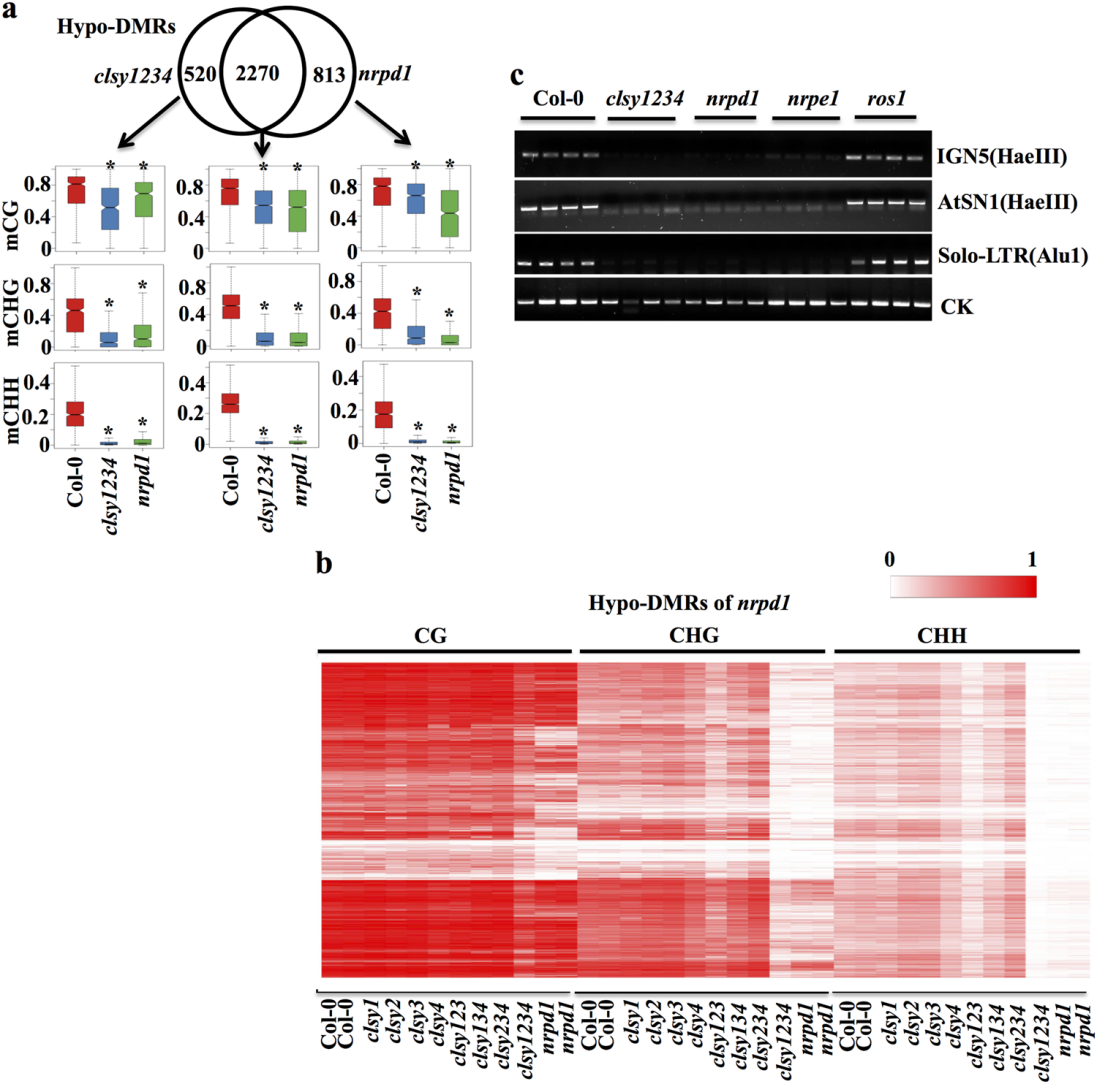
Simultaneous mutations in all four CLSYs eliminate DNA methylation at RdDM target loci. **a** Methylation levels of CG, CHG, and CHH at *clsy1234-*specific, *nrpd1-*specific, and their common hypo-DMRs. **b** Heatmap showing the methylation levels in various *clsy* mutants at *nprd1* hypo-DMRs in different cytosine contexts (CG, CHG, and CHH). **c** Analysis of DNA methylation in the indicated genotypes at IGN5, AtSN1, and Solo-LTR by chop-PCR. Undigested DNA served as the control

### *clsy* mutations impair siRNA production and transposon silencing

Because DRD1 is a putative chromatin-remodeling protein that is closely related to the CLSYs and that functions to facilitate Pol V transcription^36^, we tested whether the CLSY proteins might also be involved in Pol V transcription to produce the scaffold RNAs essential for AGO4 targeting^38^. Quantitative RT-PCR assays showed that the transcript levels of eight Pol V scaffold RNAs in *clsy4*, *clsy123*, and *clsy1234* were comparable to those in the wild type (Fig. 7a), suggesting that the CLSYs are not involved in Pol V transcription. The four CLSYs proteins are physically associated with Pol IV, which indicates their potential roles in siRNA biosynthesis^34^. 

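Small RNAs of 2-week-old seedlings were sequenced from 1 library of the wild type Col-0 and 1 library of the quadruple mutant clsy1234, in which CLSY1, CLSY2, CLSY3 and CLSY4 are all mutated. The nrpd1, nrpe1 and clsy1 libraries drawn in Fig. 7b were not in the files analysed here. The authors trimmed the adapters and deposited each distinct sequence with its count of clean reads, before any matching to the genome. The Col-0 library held 18702948 clean reads of 1852679 distinct sequences, and the clsy1234 library held 14498664 clean reads of 538723 distinct sequences. Reads of 18 to 30 nt, the range given in the methods, numbered 18689233 in Col-0 and 14476002 in clsy1234. Each sequence was matched without mismatches to both strands of the nuclear and organelle genomes, and 91.7% of these reads in Col-0 and 93.2% in clsy1234 had at least 1 match. Reads overlapping an annotated tRNA, rRNA, snRNA or snoRNA on the same strand were then left out, as in the methods. They made up 11.7% of the 18- to 30-nt reads in Col-0 and 19.3% in clsy1234. This left 14934269 reads in Col-0 and 10696399 in clsy1234, and all shares are given relative to these totals. At this depth a share of 3 reads is 2.0e-05% in Col-0 and 2.8e-05% in clsy1234. Abundance is given in RPTM, the unit of the methods, here scaled so that the reads kept of a library sum to 10000000. The methods scale to total mapped reads and do not state whether structural RNA reads are among them. With the scaling used here, 1 read is worth 0.67 RPTM in Col-0 and 0.93 RPTM in clsy1234. The 10 most abundant sequences took 62.8% of the reads kept in Col-0 and 70.7% in clsy1234. With 1 library per genotype, the difference between the genotypes has no replicate check. Intervals from read counts cover read sampling only. Intervals over windows cover the spread among windows taken as independent, which neighbouring windows need not be. The annotation used has no 25S rRNA gene in the 45S rDNA repeats, so that fragments of this RNA stayed among the reads kept. Sense reads of these repeats made up 14.2% of the reads kept in Col-0 and 14.3% in clsy1234.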

To test this possibility, we conducted small RNA sequencing using *clsy1234* mutant plants. As was the case in *nrpd1*, 24-nt siRNAs were almost eliminated in the quadruple mutant (Fig. 7b). 

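In the reads kept, 24-nt small RNAs made up 9.24% of the Col-0 library (95% Wilson interval 9.23 to 9.26, 1380385 of 14934269 reads, no replicates). They made up 2.86% of the clsy1234 library (95% Wilson interval 2.85 to 2.87, 306236 of 10696399 reads, no replicates). The share in clsy1234 was thus 0.310 times that in Col-0 (95% interval 0.309 to 0.311 from the read counts). The 23-nt share was 4.90% in Col-0 and 3.04% in clsy1234, a ratio of 0.620 (0.618 to 0.623). The 23-nt ratio was 0.173 with the sense reads of the 45S rDNA repeats left out, and 0.864 with miRNA reads left out. Both filters were chosen after seeing the data. The 21-nt share rose from 39.4% to 53.2%, a ratio of 1.35. The 20-nt share was 32.8% in Col-0 and 29.4% in clsy1234. These lengths were dominated by a few miRNAs. The most abundant sequence was the 20-nt TGACAGAAGAGAGTGAGCAC, with 6 genomic matches, one of them in MIR156a (AT2G25095) on chromosome 2 from 10676534 to 10676553. It took 26.2% of the reads kept in Col-0 and 22.4% in clsy1234. The 21-nt TTGACAGAAGATAGAGAGCAC of MIR157a (AT1G66783), on chromosome 1 from 24913276 to 24913296, took 21.9% and 25.6%. The ratio of the 24-nt shares depended on the filter on structural RNAs. It was 0.507 when reads of annotated structural RNAs were kept, and 0.173 when the sense reads of the 45S rDNA repeats were also left out, a filter added after seeing the data. Of the 24-nt reads kept in clsy1234, 48.5% matched the sense strand of these repeats, compared with 7.9% in Col-0. From its length distributions, the paper reports that 24-nt siRNAs were almost eliminated in the quadruple mutant, as in nrpd1. Read by eye, the 24-nt share in Fig. 7b is about 43% in Col-0 and about 4.8% in clsy1234. The Col-0 share found here is far below that line, so the ratios are not directly comparable.

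**Figure D1:**
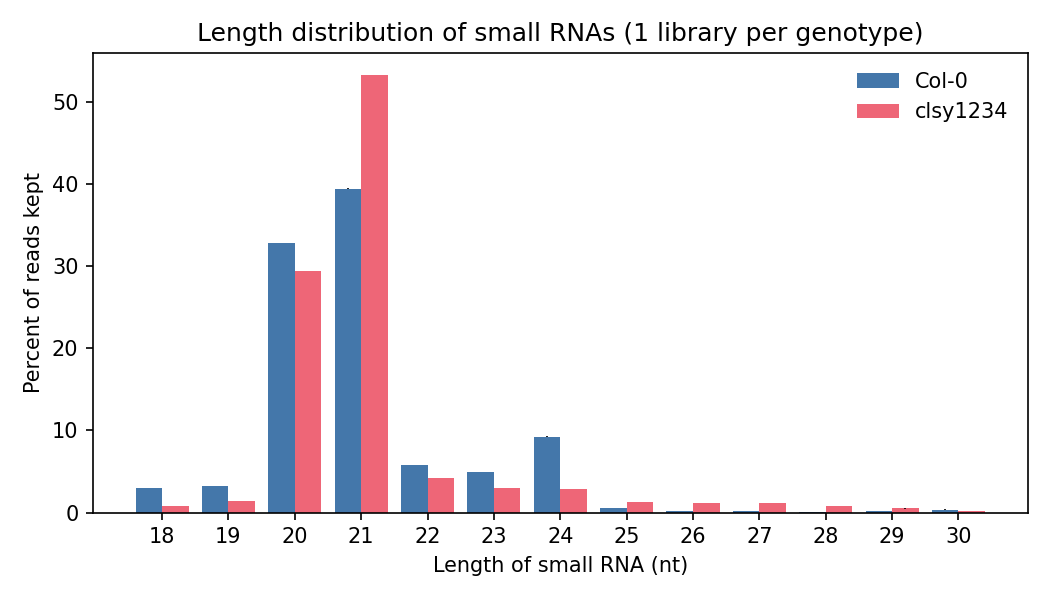
Length distribution of small RNAs in Col-0 and clsy1234. The x axis is the length in nt and the y axis the percent of the reads kept. Bars are single libraries and error bars are 95% Wilson intervals, most of them too small to see. The 24-nt bar is 9.24% in Col-0 and 2.86% in clsy1234, and the 21-nt bar is the highest in both libraries.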

In the *clsy1* single mutant, 24-nt siRNAs were slightly reduced, resembling the *nrpe1* mutant (Fig. 7b). 

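The shares of one library sum to 100%, so the 24-nt reads were also related to the miRNA reads of the same library and counted as distinct sequences. Reads of 20 to 22 nt lying within 2 nt of an annotated mature miRNA numbered 9425561 in Col-0 and 7863887 in clsy1234. There were 0.146 24-nt reads per miRNA read in Col-0 and 0.0389 in clsy1234, and the latter was 0.266 times the former (95% interval 0.265 to 0.267, no replicates). Limiting the reads to sequences with 1 genomic match lowered this ratio to 0.0938, and keeping structural RNA reads raised it to 0.479. Distinct 24-nt sequences were compared at equal depth, with the Col-0 library drawn down to the 10696399 reads of clsy1234. Col-0 then had 329721 distinct 24-nt sequences (SD 263 over 20 draws) and clsy1234 had 29797, or 0.0904 times as many. Among all clean reads without matching to the genome, this ratio was 0.129. Among the reads kept, 55.4% of the 24-nt reads in Col-0 and 39.3% in clsy1234 started with A. With the sense reads of the 45S rDNA repeats left out, the order was the opposite, at 58.1% in Col-0 and 61.5% in clsy1234. This filter was added after seeing the data. Counted as distinct sequences under the same filter, the order did not change, at 52.2% in Col-0 and 42.7% in clsy1234. Of the 97021 reads starting with A in clsy1234 under this filter, 21442 were the single sequence ATGGCATGAAAGAAGGTGAGAATT. Trans-acting siRNA loci also yielded 24-nt reads. Their 24-nt abundance in clsy1234 was 3.54 times that in Col-0 at TAS1B, 4.98 times at TAS2 and 6.12 times at TAS1C. TAS3b had only 1 read in Col-0 and 2 in clsy1234. The largest of the other ratios were those of TAS1A and TAS3, given next. Normalization with the TMM factors of edgeR lowered these to 6.64 and 6.52. TAS1A (AT2G27400), a noncoding RNA gene on chromosome 2 from 11721539 to 11722468, had a 24-nt abundance of 337 RPTM in Col-0 and 4312 RPTM in clsy1234, a ratio of 12.8 (95% interval 11.7 to 14.0 from the read counts). Its 21-nt abundance was 124924 RPTM in Col-0 and 213962 RPTM in clsy1234. TAS3 (AT3G17185), on chromosome 3 from 5861491 to 5862437, had a 24-nt abundance of 373 RPTM in Col-0 and 4688 RPTM in clsy1234, a ratio of 12.6 (11.5 to 13.7). The single sequence ATAGACAAGGTAGGAGAAAATGAC held 480 of the 557 24-nt reads of TAS3 in Col-0 and 4683 of 5014 in clsy1234. The TAS3 ratio thus rests mostly on 1 sequence. From the loss of 24-nt siRNAs in clsy1234 and their slight reduction in clsy1, the paper proposes a collective requirement for the CLSYs. The clsy1 library was not in the files analysed here.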

These patterns suggest that the four CLSYs are collectively required for 24-nt siRNA production. 

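The coordinates of the hypo-DMRs were not in the files analysed here, so 24-nt abundance was measured in all windows of 500 bp along chromosomes 1 to 5. These windows are not the DMRs of Fig. 7c–e. The abundance of each sequence in RPTM was divided by its number of genomic matches, as in the methods. In Col-0, 8478 windows had at least 20 RPTM of 24-nt small RNAs. In clsy1234, 8262 of them (97.5%, 95% Wilson interval 97.1 to 97.8, no replicates) had at most 0.1 times the Col-0 abundance. No 24-nt read was found in clsy1234 in 5858 windows (69.1%). The share of windows with such a loss was 97.7% for windows with 20 to 50 RPTM in Col-0, and 66.7% for the 96 windows with 500 RPTM or more. The alternative that moved the share of depleted windows most was a minimum of 100 RPTM in Col-0, with 94.3% of 1273 windows. Summed over the 8478 windows, the abundance was 656444 RPTM in Col-0 and 214089 RPTM in clsy1234, a ratio of 0.326 (95% interval 0.215 to 0.439 from 1000 bootstrap draws of windows). With sequences of 1 genomic match only, the ratio of the sums was 0.130. The 216 windows without such a loss held 99.0% of this sum in clsy1234 and 15.1% in Col-0. The window highest in both libraries, on chromosome 3 from 14202001 to 14202500, lies in the 45S rDNA and is annotated as the noncoding gene AT3G06365. It had 12648 RPTM in Col-0 and 24252 RPTM in clsy1234. The highest window in Col-0 outside the 45S rDNA was on chromosome 3 from 10008501 to 10009000, where no gene is annotated. It had 5969 RPTM in Col-0, from 8914 reads, and 0.93 RPTM in clsy1234, from 1 read. Its most abundant sequence, TCTGACAGAAGACTCTCCATATAT, on chromosome 3 from 10008675 to 10008698, had 5613 reads in Col-0 and 0 in clsy1234. At each class of hypo-DMR, the paper reports a near loss of 24-nt siRNAs in clsy1234 and nrpd1, and a moderate reduction in clsy1 and nrpe1. It takes this as support for redundant action of the CLSYs in siRNA biogenesis at RdDM target loci.

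**Figure D2:**
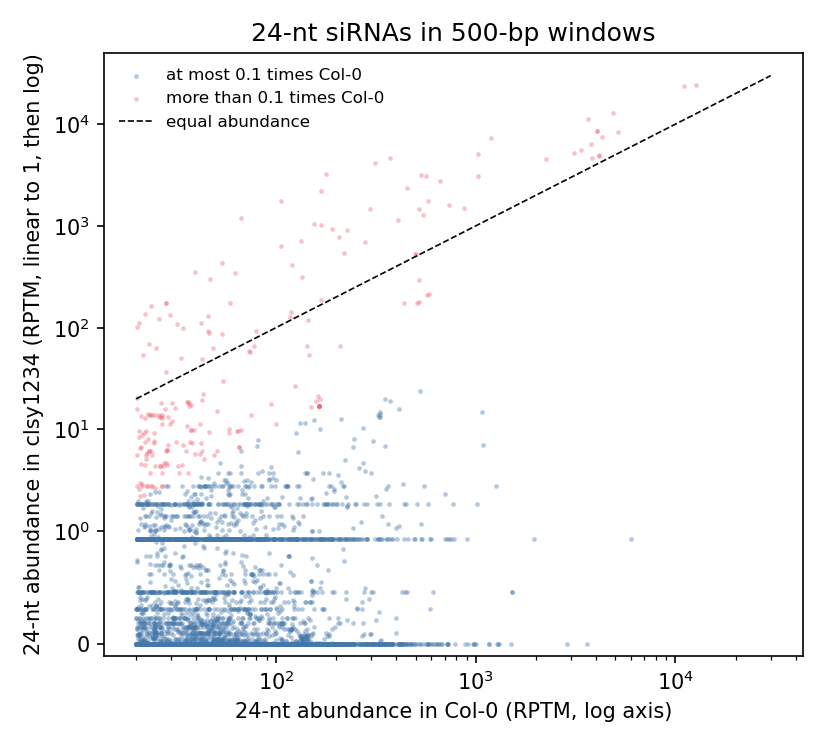
Abundance of 24-nt small RNAs in the 8478 windows of 500 bp with at least 20 RPTM in Col-0. The x axis is the abundance in Col-0 in RPTM on a log axis, and the y axis that in clsy1234 in RPTM, linear up to 1 and log above. Each point is a window, blue where clsy1234 has at most 0.1 times the Col-0 abundance (8262 windows) and red elsewhere, and the dashed line marks equal abundance.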

At the *clsy1234-*specific, *nrpd1-*specific, and their overlapped hypo-DMRs (Fig. 6a), 24-nt siRNAs were nearly eliminated in *clsy1234* and *nrpd1* mutants but were moderately reduced in *clsy1* and *nrpe1* mutants (Fig. 7c–e), supporting the inference that the four CLSYs redundantly regulate siRNA biogenesis at all RdDM target loci. Because DTF1/SHH1 is required for Pol IV function and 24-nt siRNA biogenesis^18,19^, we examined DTF1/SHH1 enrichment at several RdDM target loci (Supplementary Fig. S10) and found that the chromatin occupancy of DTF1/SHH1 was less in *clsy1234* plants than that in wild-type plants (Fig. 7f). This suggested that the four CLSYs are required for proper DTF1/SHH1 binding at the RdDM target loci.

**Fig. 7:**
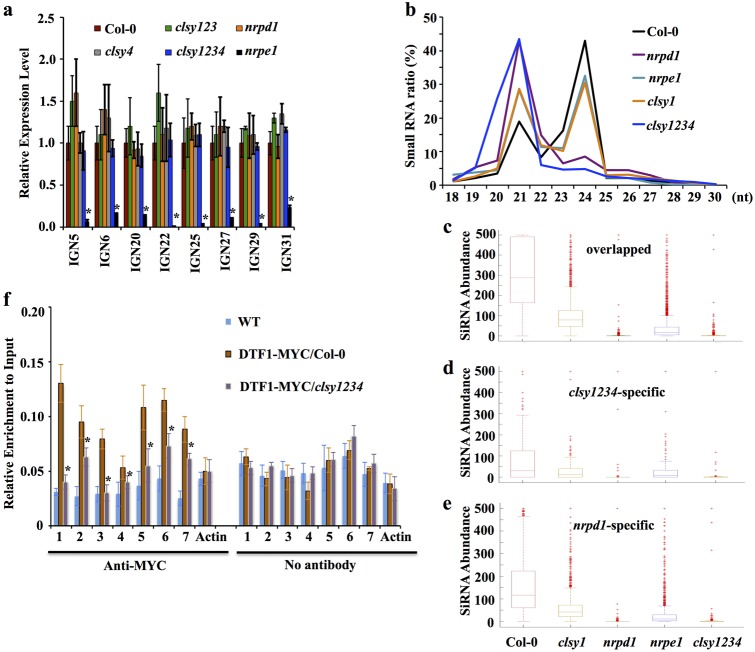
Pol V transcripts, small RNA abundance, and DTF1/SHH1 enrichment in the *clsy1234* mutant. **a** Pol V transcript levels in the indicated genotypes. **b** Length distribution of small RNAs in the indicated genotypes. **c** siRNA abundance at *clsy1234* and *nrpd1* overlapped hypo-DMRs. **d** siRNA abundance at *clsy1234-*specific hypo-DMRs. **e** siRNA abundance at *nrpd1-*specific hypo-DMRs. **f** Relative ChIP signals for DTF1/SHH1 in the indicated genotypes. *Indicates statistical difference between DTF1-MYC/Col-0 and DTF1-MYC*/clsy1234* according to Student’s *t*-test (*P* < 0.01)

*ROS1* expression level is an excellent indicator ofo RdDM activities, because *ROS1* expression positively correlates with RdDM-dependent DNA methylation in its promoter region^30,39^. Like *nrpd1* and *npre1*, *clsy1234* showed a drastic reduction in *ROS1* transcript levels (Fig. 8a). Among the four single *clsy* mutants, *clsy1* had the lowest *ROS1* expression, while *clsy123* had the lowest *ROS1* expression among the three triple mutants (Fig. 8a). These patterns of *ROS1* gene repression are consistent with the DNA hypomethylation phenotypes in the mutants (Fig. 6b).

**Fig. 8:**
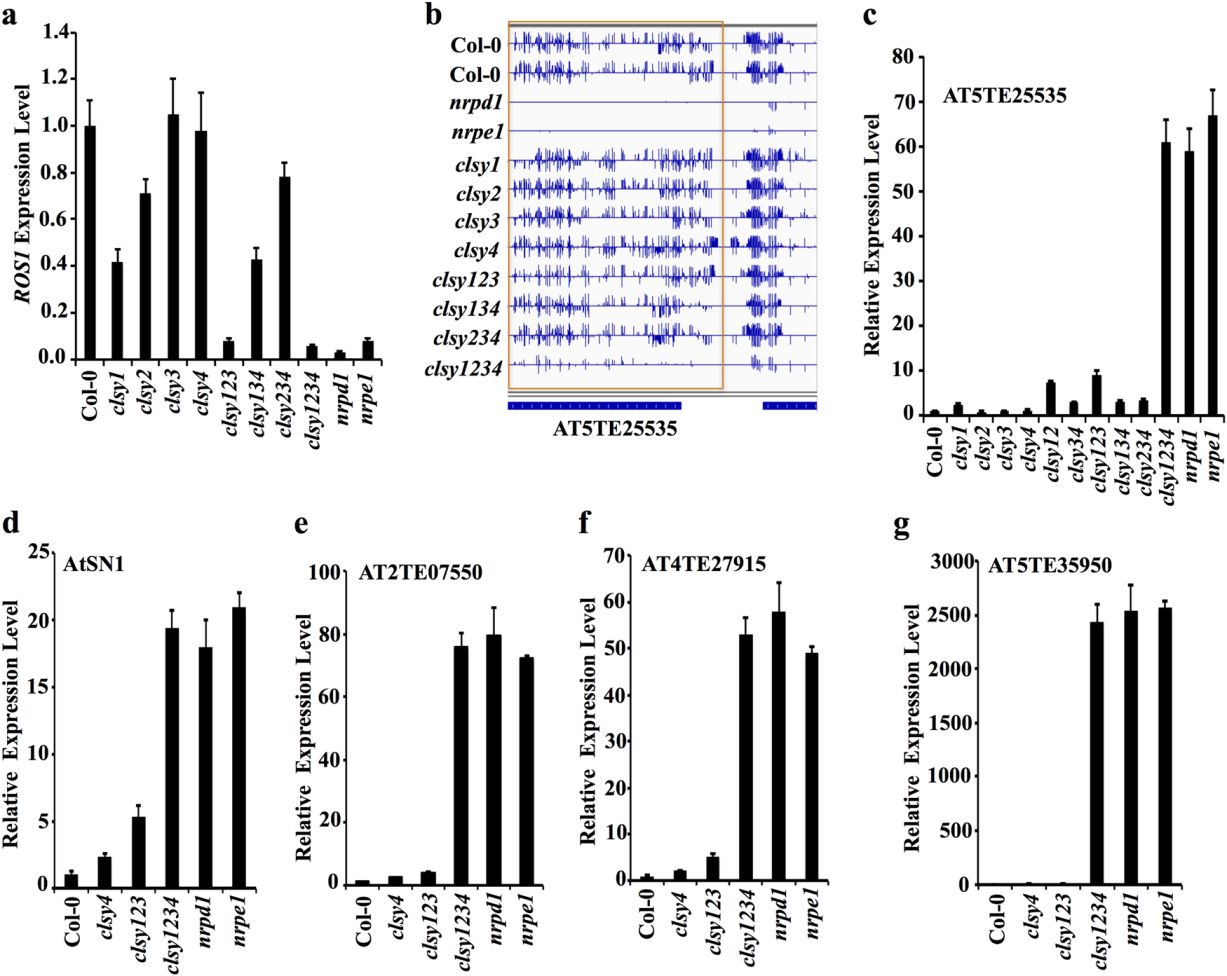
The four CLSYs redundantly regulate transposon expression. **a** Real-time PCR assay for *ROS1* transcript levels in various *clsy* mutants. **b** Snapshot showing the DNA methylation of AT5TE25535 in various genotypes. **c** Real-time PCR assay for AT5TE25535 expression levels in various *clsy* mutants. **d**–**g** The expression levels of the indicated transposons in various mutants

Because RdDM can transcriptionally silence transposons, we selected several TEs that are known to be released in the *drd1* mutant^40^, and examined their DNA methylation levels and transcript levels in various *clsy* mutants and *nrpd1* and *nrpe1* mutants. As shown in Fig. 8b, DNA methylation at AT5TE25535 was nearly eliminated in *clsy1234* but not in the other *clsy* mutants (Fig. 8b). Consistent with the DNA methylation patterns, the expression level of AT5TE25535 in *clsy1234* was increased by about 60 fold, which was comparable to that in *nrpd1* and *nrpe1* mutants; in the other *clsy* mutants, in contrast, AT5TE25535 expression levels were either not changed or were only slightly increased (Fig. 8c). As was the case at AT5TE25535, DNA methylation at the other four tested transposons was eliminated in *clsy1234*, *nrpd1*, and *nrpe1* mutants, but remained largely unchanged in the other *clsy* mutants (Supplementary Fig. S11a–d). Their transcript levels were dramatically increased in *clsy1234* as well as in *nrpd1* and *nrpe1* (Fig. 8d–g). Therefore, consistent with their redundant roles in RdDM, the four CLSY proteins have redundant roles in the transcriptional silencing of transposons.

### The four CLSY members antagonistically regulate DNA methylation

Because the DNA hypermethylation in *clsy4* mutants depends on RdDM, which in turn requires the redundant function of the four CLSY proteins, we suspected that the DNA demethylation function of one CLSY is antagonized by the other CLSY proteins. To examine this possibility, we examined methylation levels of three *clsy4* hyper-DMRs using individual locus bisulfite sequencing. At Pm36, the non-CG hypermethylation of *clsy4* was suppressed in *clsy1234* mutant plants, while the CG hypermethylation did not change in the quadruple mutant (Fig. 9a). At the other two *clsy4* hyper-DMRs, ID2 and ID19, hypermethylation was reduced or abolished in all three contexts in the quadruple mutant (Fig. 9b, c). In addition, Integrated Genome Viewer (IGV) examination of randomly selected *clsy4* hyper-DMRs from whole-genome bisulfite sequencing results also showed a loss of DNA hypermethylation in *clsy1234* compared to *clsy4* (Supplementary Fig. S12a–f). These results revealed that, at some RdDM target loci, CLSY4-dependent DNA demethylation counteracts the DNA methylation mediated by the other three CLSY proteins, demonstrating an important role of the CLSY proteins in regulating DNA methylation dynamics.

**Fig. 9:**
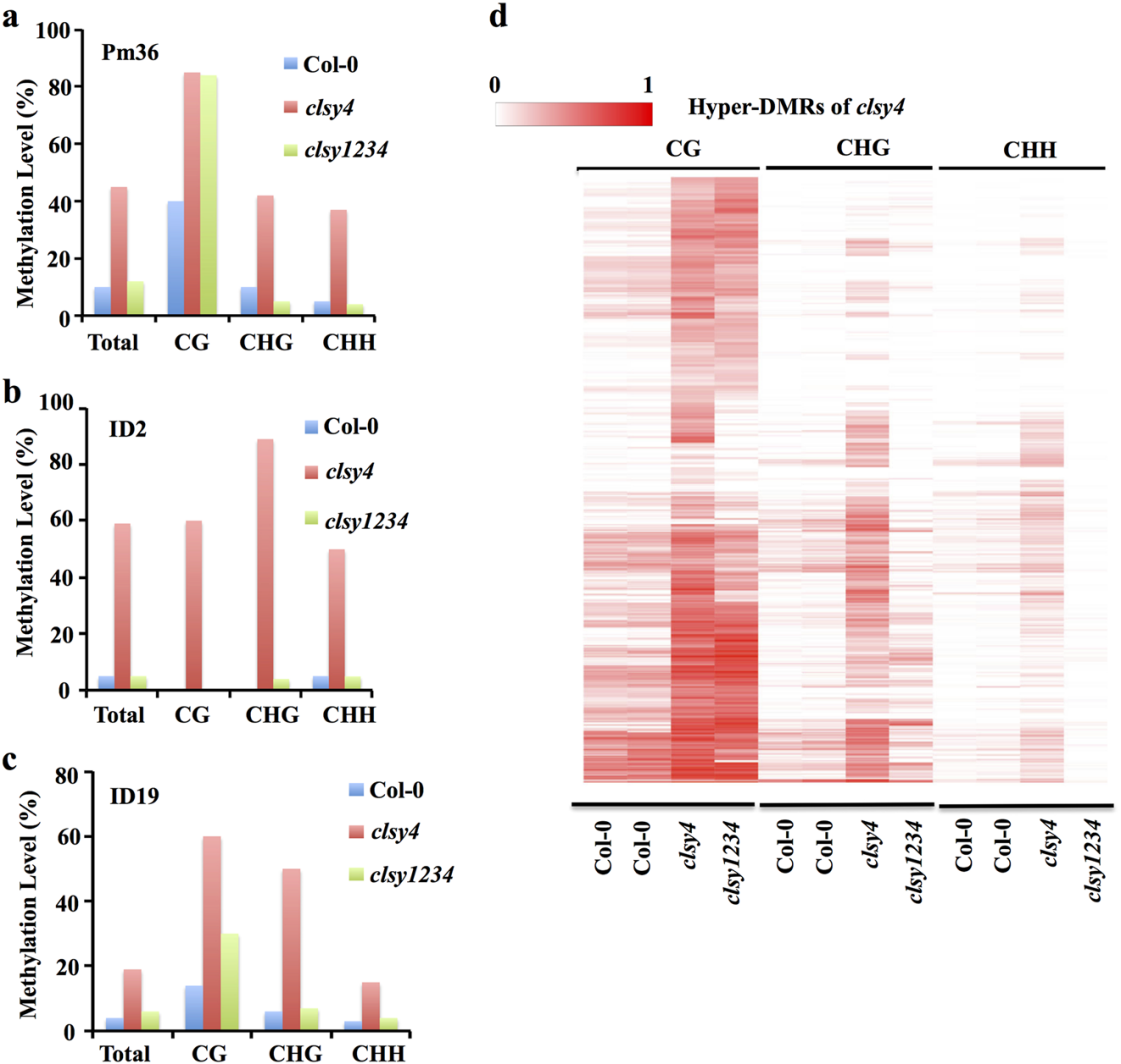
DNA hypermethylation in *clsy4* depends on the other three CLSYs. **a**–**c** DNA methylation analysis by individual locus bisulfite sequencing of the hyper-DMRs Pm36 (**a**), ID2 (**b**), and ID19 (**c**) in the wild type, *clsy4*, and *clsy1234*. **d** Methylation levels of CG, CHG, and CHH at *clsy4* hyper-DMRs

On a whole-genome scale, CHG and CHH methylation at *clsy4* hyper-DMRs was significantly reduced in *clsy1234* compared to *clsy4*, as shown by boxplot analysis (Supplementary Fig. S12g–j). Moreover, heatmap analysis showed that the increased CHG and CHH DNA methylation at most *clsy4* hyper-DMRs was lost in *clsy1234*, whereas the CG hypermethylation at *clsy4* hyper-DMRs largely remained in *clsy1234* (Fig. 9d). These genome-wide patterns further supported the conclusion that CLSY4 antagonizes the other CLSYs in balancing DNA methylation levels at specific genomic loci, although CLSY4 also positively contributes to DNA methylation at some other loci in a way that is genetically redundant with the other CLSYs.

We further investigated the relationship among the four CLSYs by comparing all *clsy* single mutants with *clsy1234*. At *clsy1*, *clsy2*, or *clsy3* hyper-DMRs, DNA hypermethylation was largely abolished in *clsy1234*, as shown by heatmap analyses (Supplementary Fig. S13a–c). In addition, at these *clsy* single mutant hyper-DMRs, cytosine methylation levels and especially CHG and CHH methylation levels were reduced in *clsy1234* (Supplementary Fig. S14a–c), indicating a general antagonistic relationship among the four CLSY members in regulating DNA methylation dynamics. Consistent with this inference, the hyper-DMRs in *clsy123*, *clsy134*, and *clsy234* were also largely reduced in the *clsy1234* mutant (Supplementary Fig. S13d–f), with CHG and CHH methylation reduced more than CG methylation (Supplementary Fig. S15a–c).

## Discussion

Arabidopsis CLSY1 was first identified in a genetic screen for cellular factors required for gene silencing induced by double-stranded RNAs and was demonstrated to function with RDR2 and NRPD1 in the production of 24-nt siRNA at endogenous loci^20^. However, DNA methylome analysis of multiple RdDM mutants showed that the methylation level at RdDM target loci was only weakly reduced in *clsy1* mutants^21^, suggesting that other chromatin-remodeling proteins likely work together with CLSY1 in siRNA biogenesis. Later, CLSY1 and its three paralogs, CLSY2, CLSY3, and CLSY4, were identified as Pol IV-associated proteins, suggesting that these proteins probably function redundantly in siRNA production in the RdDM pathway^34^. Here we profiled the DNA methylomes of single, triple, and quadruple *clsy* mutants and found that the DNA methylation of RdDM target loci is indeed cooperatively controlled by the four CLSY proteins. We found that 24-nt siRNAs were almost eliminated in the *clsy1234* mutant. Although the detailed molecular mechanism underlying the involvement of the CLSYs in Pol IV function remains to be elucidated, chromatin enrichment of DTF1/SHH1, the cofactor important for Pol IV recruitment and 24-nt siRNA production at a subset of RdDM loci^18,19^, was reduced in *clsy1234* at several of the tested genomic regions.

In this study, CLSY4 (a close homolog of CLSY1) was originally identified in our genetic screen for DNA demethylation factors. More than 1000 hyper-DMRs were found in *clsy4* mutant plants, indicating that CLSY4 is important for genome-wide DNA demethylation. *ROS1* expression was not reduced in *clsy4* mutants, indicating that CLSY4 does not function indirectly in demethylation by being an RdDM factor that controls *ROS1* expression. The biochemical function of CLSY4 in DNA demethylation is unknown, and we have not observed a physical association between ROS1 and any of the four CLSYs (unpublished data). Nevertheless, we found that the nucleosome occupancy was reduced in *clsy4* at several tested genomic loci targeted by active DNA demethylation. ATP-dependent chromatin-remodeling proteins generally function in nucleosome sliding, eviction, and histone exchange on chromatin^41^. It is possible that active DNA demethylation at some genomic loci may somehow involve CLSY-mediated nucleosome movement. In support of this notion of a chromatin remodeling functioning in active DNA demethylation, Ikeda et al. have documented that the FACT histone chaperone component SSRP1 plays an important role in DME-mediated active DNA demethylation and gene imprinting^42^.

With the use of *clsy4nrpd1* and *clsy1234* mutants, our genetic analysis demonstrated that DNA hypermethylation in *clsy4* depends on the RdDM pathway, a pattern resembling that of the *ros1* mutant. It is possible that, besides CLSY4, the other three CLSYs also directly regulate DNA demethylation at discrete genomic regions, because hundreds of hyper-DMRs were identified in the single and triple *clsy* mutants. Those hyper-DMRs also depended on the RdDM pathway, because DNA hypermethylation was largely abolished in the *clsy1234* mutant, in which DNA methylation and siRNA accumulation at RdDM target loci was eliminated. Therefore, the dual function of CLSY proteins and especially of CLSY4, whose mutation results in the highest number of hyper-DMRs, in DNA methylation via RdDM and in active DNA demethylation mediated by the ROS1 family of DNA demethylases represents a new mechanism underlying the dynamic regulation of DNA methylation. DNA methylation and demethylation activities were previously determined to be coordinated by a “methylstat”, a methylation-sensitive cis-element at the *ROS1* promoter^30,31^. The current results suggest that chromatin remodeling by the four CLSYs is another mechanism for the coordination of DNA methylation and demethylation.

Mutations in the CLSYs led to increased DNA methylation at certain genomic sites but deceased DNA methylation at other sites. The opposite DNA methylation phenotypes in the *clsy* mutants raises the possibility that other epigenetic marks, like histone modifications and pre-existing DNA methylation together with nucleosome occupancy regulated by CLSYs, may collectively determine whether a region undergoes RdDM or active DNA demethylation. The chromatin status regulated by the CLSYs is only one of the factors determining the dominance of RdDM or active DNA demethylation. How RdDM and active DNA demethylation differ in their requirements for chromatin environments warrants additional study.

## Materials and methods

### Plant materials and growth conditions

All Arabidopsis plants used in this study were in the Col-0 background. The *clsy1-3* mutant was reported previously^20^. All other mutants (Supplementary Table S3) were either ordered from the Arabidopsis Biological Resource Center (http://www.arabidopsis.org) or made in this study. The oligos used for genotyping and making higher order mutants are listed in Supplementary Table S4. Plants that were subjected to DNA methylation and small RNA analyses were 2-week-old seedlings grown on 1/2 strength Murashige Skoog (MS) medium supplemented with 0.7% agar and 1% sucrose. The seedlings were grown in growth chambers (Percival, Inc.) at 22 °C with 16 h of light and 8 h of darkness.

### Chop-PCR and genetic screen

The T-DNA mutants (Supplementary Table S1) were grown in soil for 5 weeks. Four plants of each genotype were selected for DNA extraction by the CTAB method. About 2 µg of DNA of each plant was diluted and digested with HhaI or HpaII in a 20-µl reaction mixture for 8 h. The PCR reaction used 1 µl of enzyme-digested DNA as the template. Agarose (1%) gels were used to compare the amplified DNA signal, with the wild type and *ros1-4* as controls. Candidate mutants were then further genotyped and confirmed.

### Individual locus bisulfite sequencing

After the genomic DNA was isolated from 4-week-old Arabidopsis plants using the Plant DNeasy Mini Kit (Qiagen), about 100 ng of genomic DNA was subjected to sodium bisulfite treatment and purification using the BisulFlash DNA Modification Kit (Epigentek) and following the manufacturer’s protocol. A 1 µl volume of bisulfite-converted DNA was used for PCR reaction with oligos designed for specific target regions (Supplementary Table S4). The PCR products were ligated into the pMD18-T vector (Takara, Japan). The ligation product was transformed into DH5α competent cells, and at least 15 single clones were sequenced for each type of transformant. The sequencing results were aligned and analyzed using CyMate (http://www.cymate.org).

### Whole-genome bisulfite sequencing and data analysis

Genomic DNA was extracted from 2-week-old seedlings grown in 1/2 strength MS medium and was sent to the Beijing Genomics Institute (Shenzhen, China) for bisulfite treatment, library construction, and high-throughput sequencing. Clean reads were generated by trimming adaptor and low-quality sequences (q < 20) and then were mapped to the Arabidopsis genome (TAIR 10) using BSMAP (Bisulfite Sequence Mapping Program) and allowing two mismatches. Differentially methylated regions (DMRs) were identified as previously described^16^. First, the cytosines with a read coverage < 5 were filtered out. The DNA methylation level in every 200-bp window with a step size of 50 bp was compared between control and mutant plants using Fisher’s exact test. *P*-values calculated from the tests were then adjusted using the Benjamini-Hochberg method to control for the false discovery rate (FDR). Windows with an adjusted *P*-value < 0.05 were then tested for the number of DMCs (differentially methylated cytosines), which were defined as cytosines with a *P*-value < 0.01 in Fisher’s exact test. The DMR-identified windows with at least 7 DMCs and ≥ 1.5-fold change in DNA methylation levels were combined to generate the final list of DMRs if the gap length between two windows was ≤ 100 bp.

All of the figures related to DNA methylomes were generated using R (https://www.r-project.org/). The heatmaps were generated using “heatmap.2” from “gplots” library, with the following parameters: Colv = FALSE, dendrogram = “row”, trace = “none”, and labRow = “NA”. The methylation data were not normalized for generating the heatmaps.

### Genome-wide small RNA sequencing and analysis

Total RNA was isolated from 2-week-old seedlings with TRIzole reagent (Sigma) and the standard protocol. Total RNA was separated on PAGE gels and < 35-nt fractions were cut and purified for small RNA library preparation and sequencing at BGI (Shenzhen, China). After sequencing, adapter sequences were trimmed, and clean reads from 18 to 30 nt were mapped to the Arabidopsis genome (TAIR10) using Bowtie with parameter “-v 0 –k 10”^16^ Reads were mapped to annotated structural RNAs including tRNAs, rRNAs, snRNAs, and snoRNAs were excluded. Read counts were normalized to Reads Per Ten Million (RPTM) based on total mapped reads. The “hits-normalized abundance” (HNA) values were calculated by dividing the normalized abundance (in RPTM) for each small RNA hit, where a hit was simply defined as the number of loci at which a given sequence perfectly matched the genome^16^, and the values were used for boxplot generation.

### Chromatin immunoprecipitation assay

The chromatin immunoprecipitation was conducted using 2-week-old seedlings of the wild type Col-0, DTF1-MYC/*clsy1234*, and DTF1-MYC/Col-0 grown in 1/2 strength MS solid medium as previously described^43^. The antibody used for DTF1 ChIP assays was anti-MYC (16–219, Millipore). The DNA was diluted in 50 μl of TE, and a 1.5 μl volume was used for each qPCR reaction. The relative enrichment to input was calculated from three biological replicates.

Nuclei were extracted from 2-week-old Arabidopsis seedlings grown in 1/2 strength MS medium as previously described^38^ and were digested with Micrococcal Nuclease (MNase; NEB) before chromatin immunoprecipitation was conducted using antibodies against H3 (Abcam, ab1791) as previously reported^44^.

### Small RNA extraction and northern blotting

After total RNA was extracted from 2-week-old Arabidopsis seedlings with TRIzole reagent (Sigma) and the standard protocol, the small RNA fraction was precipitated by the PEG method. In brief, equal volumes of a PEG8000 solution (20% PEG 8000, 1 M NaCl) were added to the total RNA. After centrifugation at 16000 *g* at 4 °C, an equal volume of isoproponal and 0.1 volume of 3 M NaAC were added to the supernatant. Following another centrifugation at 16000 *g* at 4 °C, the small RNA pellet was re-suspended in DEPC-treated water. For each sample, small RNAs from about 100 µg of total RNA were separated on a 17% polyacrylamide gel, which was electrotransferred to a Hybond N+ membrane (GE Lifesciences). Membranes were cross-linked, incubated for 2 h at 80 °C, and hybridized overnight at 38 °C with ^32^P-labelled DNA probes or oligonucleotides (listed in Supplementary Table S4) in PerfectHyb buffer (Sigma). The washed membranes were then exposed in the presence of X-ray film at −80 °C for 7 days.

### Data access

The sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm. nih.gov/geo/) and are accessible through accession number GSE110338.

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

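Small RNA sequencing was available for 1 library of Col-0 and 1 library of clsy1234, both from 2-week-old seedlings. The authors cut the small RNA fraction from a gel, had the libraries sequenced, trimmed the adapters and deposited the count of clean reads of each distinct sequence, without normalization. The lengths in the deposited counts run from 18 to 44 nt, and neither matching to the genome nor a filter on structural RNAs had been applied. The trimming tool and its version are not stated. The depth was 18702948 clean reads in Col-0 and 14498664 in clsy1234.

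From these counts, sequences of 18 to 30 nt were matched to the genome without mismatches on both strands, with all matches recorded. The methods use Bowtie with a limit on the number of matches reported per read, and no such limit was applied. The reference was the RefSeq copy of the TAIR10 nuclear chromosomes, released as TAIR10.1, whose coordinates are given throughout. The methods name TAIR10, and whether the organelle sequences are those used by the authors was not tested. Sequences with any match overlapping an annotated tRNA, rRNA, snRNA or snoRNA on the same strand were left out. The annotation lacks the 25S rRNA, so an alternative also left out sense reads of the 45S rDNA repeats on chromosome 2 from 3706 to 9399 and on chromosome 3 from 14197677 to 14204208. This alternative was added after seeing the data. RPTM was computed from the reads kept and divided by the number of genomic matches of each sequence. Windows of 500 bp were filled by the midpoint of each match.

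Shares of reads were given with 95% Wilson intervals, and ratios of shares with intervals of the log ratio from the read counts. The share of depleted windows was given with a 95% Wilson interval over windows, and summed window abundances with intervals from 1000 bootstrap draws of windows. Both treat the windows as independent. No dispersion can be estimated from 1 library per genotype, so no differential test was fitted, and edgeR and DESeq2 were used only for normalization factors over sequences with at least 10 reads in a library. The TMM factors were 0.720 for Col-0 and 1.39 for clsy1234, and the median-of-ratios size factors were 0.830 and 1.20. The 95% intervals contain no variation between plants or library preparations.

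The loci named were fixed by a rule before the processed files arrived. They are the loci the paper names that the annotation locates, the 5 windows highest in 24-nt abundance in each library, the 5 most abundant sequences of 20, 21 and 24 nt in each library, and the TAS1, TAS2 and TAS3 loci. The text gives those that bear on the statement beside them. Transposons, AtSN1, Solo-LTR, IGN5 and the DMRs could not be located, because the annotation given holds no transposons and the DMR coordinates were not in the files analysed here.

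The scripts used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. They were tested on simulated data. The matcher found all 300 planted positions. In reads simulated from the Col-0 counts with 200 windows lowered 20-fold, 184 of these windows (92%) and 0 of 5261 unchanged windows were called depleted. Only sequences with 1 genomic match were simulated, and the lowered windows were drawn above a higher minimum than in the main setting. Calls that rest on sequences with several matches were thus not tested. The interval of a ratio of read shares contained the true value in 96% of 1000 simulated pairs. Intervals over windows were not simulated. The alternatives set before the files arrived changed the matching, the structural RNA filter, the treatment of sequences with several matches, the most abundant sequences, the window size and minimum, the fold threshold, the normalization and the depth of Col-0.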

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

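Although most 24-nt windows were depleted in clsy1234, 177 windows of 500 bp had at least 20 RPTM of 24-nt abundance in clsy1234 and more than 2 times the abundance in Col-0. They were flagged because the paper does not discuss loci with more 24-nt small RNAs in the mutant than in the wild type. They held 62.0% of the 24-nt abundance in clsy1234 windows. Several technical explanations were tested. Normalized to miRNA reads in place of total reads, 93.8% of the windows were still more than 2 times above Col-0. Scaling to miRNA reads thus does not remove the pattern. TMM and median-of-ratios factors, which lower the ratios more, were not applied to the 177 windows as a set. With TMM factors the ratio fell from 2.13 to 1.11 on chromosome 2 from 8001 to 8500, and from 12.6 to 6.52 in the TAS3 window. Such normalization was therefore not excluded for windows near the limit of 2 times. By number, 2.8% of the windows lie in the 45S rDNA repeats, below the 50% set as the criterion in a prediction written after these windows had been seen. By abundance, these 5 windows held 40.2% of the 24-nt abundance of the 177 windows in clsy1234, so that rRNA fragments account for a large part of the abundance but for few of the windows. In 35.6% of the windows a single sequence held more than 50% of the 24-nt abundance, below the 50% predicted if amplification of a few sequences were the cause. A biological property of the loci was tested next. An inverted repeat was present in 17.5% of the windows, compared with 1.6% of the depleted windows (Fisher's exact test, p = 1.7e-21). This test was specified after the list of windows had been seen, and neighbouring windows of one repeat are not independent. The 31 windows with an inverted repeat form 13 runs of adjacent windows, and 21 of them lie on chromosome 3. A hypothesis is that hairpin transcripts may be processed to 24-nt small RNAs without the CLSYs. The evidence for it covers only the 17.5% of windows with an inverted repeat, a share below the 50% used as the criterion above. The search used words of 20 nt, and the window of the MIR5020b hairpin was not flagged. Hairpins in windows without a flag were thus not tested. Many other windows that rose without an inverted repeat are annotated with miRNA or TAS genes. Examples are MIR5020b, MIR408, MIR158a, MIR829, MIR168a, TAS1A, TAS1C, TAS2 and TAS3. Enrichment of miRNA and TAS genes was not tested, so inverted repeats are not shown to be the main feature of the windows. Some windows with an inverted repeat lie in the protein-coding genes CAB1, CAB2 and LHB1B1. Windows in RBCS1A, RCA, CAB3, LHCB2.1 and other protein-coding genes rose without an inverted repeat. Fragments of mRNA were not tested as an alternative at any of these windows. With 1 library per genotype, a difference between plants or library preparations was not tested and cannot be told apart from an effect of the genotype.

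A single 24-nt sequence, ATGGCATGAAAGAAGGTGAGAATT, had 21442 reads in clsy1234 and 18 in Col-0. It was flagged because it was the second most abundant 24-nt sequence in clsy1234 and the paper does not discuss it. It matches the genome once, on chromosome 4 from 6787105 to 6787128 on the minus strand, inside the annotated MIR5020b gene (AT4G05855, 6787003 to 6787153). If a single molecule had been amplified, the other sequences of the hairpin would have changed by no more than 2 times, but together they were 79.7 times as abundant in clsy1234 as in Col-0. Of the reads of these other sequences, 92.0% in clsy1234 overlap the 24-nt sequence, and 179 reads in clsy1234 and 9 in Col-0 do not. The 18 reads in Col-0 show that the sequence is present in both libraries, a point already known when its prediction was written. This does not show whether the locus differs between the lines. A line variant that changes the expression of the hairpin thus remains a candidate explanation, and the pattern cannot be told apart from it. The windows holding MIR5020a on chromosome 4 and MIR5020c on chromosome 2 also rose, from 7.70 to 275 RPTM and from 5.02 to 274 RPTM. A variant at MIR5020b alone would cover them only if they share its sequences, which was not tested.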

How the results depend on the processing

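The alternatives were set before the processed files arrived, except that leaving out sense reads of the 45S rDNA repeats, miRNA reads or both, or a single 20-nt sequence, was chosen after seeing the data. The 24-, 23- and 21-nt shares, the 24-nt reads per miRNA read, the share of depleted windows and the summed window abundance kept their direction and stayed on the same side of their threshold under every alternative. The ratio of distinct 24-nt sequences stayed within 1.5 times its main value. The size of the ratios did move. The ratio of the 23-nt shares ranged from 0.173 with 45S rDNA reads left out to 0.864 with miRNA reads left out. That of 24-nt reads per miRNA read ranged from 0.0938 with 1 genomic match only to 0.479 with structural RNA reads kept. The ratio of the 24-nt shares ranged from 0.173 with 45S rDNA reads left out to 0.507 with structural RNA reads kept, and the ratio of summed window abundance from 0.130 with 1 genomic match only to 0.569 in windows of at least 100 RPTM. The number of depleted windows, 8262 in the main setting, was 26028 with a minimum of 5 RPTM, 1201 with a minimum of 100 RPTM and 5332 with 1 genomic match only.

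The 20-nt share was 0.896 times that of Col-0 in the main setting and reversed to 1.02 when distinct sequences were counted and to 1.47 with 1 genomic match only. Settings chosen after seeing the data show how far 2 miRNA sequences move this value. With the 20-nt miR156 sequence alone left out, the ratio was 1.004 and the decrease was gone. Among sequences with 1 genomic match, TCCCAAATGTAGACAAAGCA of MIR158a made up 78.0% of the 20-nt reads in Col-0 and 90.6% in clsy1234, and without it the ratio was 0.703 in place of 1.47. The direction of the 20-nt share thus changed when single sequences were left out, but not in every such setting. The decrease remained with all miRNA reads left out (0.901) and with the 10 most abundant sequences left out (0.839). It also remained with miRNA and 45S rDNA reads left out (0.808). Among distinct sequences each sequence counts once, so the abundance of these 2 sequences cannot explain that reversal.

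Among single loci and sequences, 25 rows reversed and 185 kept their direction, some with a much smaller ratio. Another 3 kept their direction with an interval that includes equal abundance. TAS1A, for example, kept its direction but moved from 12.8 to 6.64 with TMM factors. Windows ranked high in both libraries are counted under each, so these row counts contain repeats. With TMM and median-of-ratios factors, which lower clsy1234 relative to Col-0, the ratio fell to 0.724 and 0.690 upstream of ROS1, to 0.994 and 0.947 in the highest window of both libraries, and to 0.839 and 0.799 in the Col-0 window ranked 4. The same factors reversed the ratios of TCCCAAATGTAGACAAAGCA (0.822 and 0.783), TTGACAGAAGATAGAGAGCAC (0.607 and 0.578), TCGGACCAGGCTTCATTCCCC (0.799 and 0.761) and ATGATATTTGTAGTAATGGCG (0.840 and 0.80). The Col-0 window ranked 4 was also reversed with 1 genomic match only (0.945). With 45S rDNA sense reads left out, the windows in these repeats reversed to 0.301, 0.308, 0.104, 0.445 and 0.459, since few other reads remain there. The ROS1 value rests on 2 reads in each library, too few to show a difference.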

Differences from the paper's values

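The paper's values were read by eye from Fig. 7b. In Col-0, the 24-nt share was 9.24% against the paper's about 43% in Fig. 7b. Among the alternatives set before the files arrived, 2 brought it within 1.5 times the paper's value: 29.4% with 1 genomic match only and 34.8% of distinct sequences. The others did not, including all clean reads (9.45%) and the 10 most abundant sequences left out (25.4%). The Col-0 23-nt share was 4.90% against the paper's about 16% in Fig. 7b, and fell within 1.5 times the paper's value with 1 genomic match only, with distinct sequences and with the 10 most abundant sequences left out, but not in the other settings. The Col-0 21-nt share was 39.4% against the paper's about 19% in Fig. 7b, and the same 3 alternatives closed this gap. The Col-0 20-nt share was 32.8% against the paper's about 3.5% in Fig. 7b, and none of the alternatives set before the files arrived closed the gap. With miRNA reads left out, a setting chosen after seeing the values, the Col-0 shares were 18.5% at 21 nt and 13.3% at 23 nt, within 1.5 times the figure. With both miRNA reads and 45S rDNA sense reads left out, also chosen after seeing the values, all the Col-0 lengths read off came within 1.5 times the figure, at 4.63% for 20 nt, 22.5% for 21 nt, 10.6% for 22 nt, 16.8% for 23 nt and 37.6% for 24 nt. In clsy1234 this last setting gave 3.74% at 20 nt against the paper's about 26% in Fig. 7b, and 12.1% at 24 nt.

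In clsy1234, the 24-nt share was 2.86% against the paper's about 4.8% in Fig. 7b. It was 4.71% among all clean reads, and keeping structural RNA reads or limiting the reads to 1 genomic match also closed the gap. The clsy1234 23-nt share was 3.04% against the paper's about 4.7% in Fig. 7b, and was 4.60% among all clean reads. Keeping structural RNA reads, limiting the reads to 1 genomic match and leaving out the 10 most abundant sequences also closed this gap, as did leaving out both miRNA and 45S rDNA reads (5.40%), a setting chosen after seeing the values. The 20-, 21- and 22-nt shares of clsy1234 differed by less than 1.5 times from the figure. In Fig. 7b the 24-nt class is the highest of the Col-0 line, whereas in the Col-0 reads kept the 21-nt class was the highest, at 39.4%.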

Other observations

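The Col-0 library has a 24-nt share far below the Col-0 line of Fig. 7b, and several explanations were tested. Among the filters on the reads set before the files arrived, the highest 24-nt share was 29.4%, with 1 genomic match only, which is within 1.5 times the figure, although the methods do not name such a filter. Without miRNA reads the share was 25.1%, still more than 1.5 times below the figure. If 24-nt siRNAs had been shortened from the 3′ end, 23-nt sequences were predicted to be the first part of a 24-nt sequence at least 1.5 times as often as its last part. They were the first part more often (34.2% against 30.6% of distinct 23-nt sequences), but the ratio of 1.12 was below this criterion, and a small contribution of shortening was not excluded. Without miRNA and 45S rDNA sense reads, the Col-0 24-nt share was 37.6%, near the figure, but the same filter gave 12.1% in clsy1234, more than 1.5 times above its line, so this filter applied to both libraries does not give both lines. A filter applied to Col-0 alone was not excluded. The clsy1234 line lies within 0.48 percentage points of all clean reads at each of the lengths read off, whereas the Col-0 line lies up to 33.6 points away. This is consistent with another Col-0 library in the figure, but the files cannot show which library was drawn, and the pattern cannot be told apart from this explanation. A mislabelled sample was not tested. Apart from that on shortening, these predictions were written after the shares had been seen.

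The 24-nt reads that remain in clsy1234 were traced by their matches. Fragments of the 25S rRNA missing from the annotation were a candidate explanation, and 48.5% of these reads matched the sense strand of the 45S rDNA repeats, just below the 50% set as the criterion. Another 9.1% matched the chloroplast or mitochondrial genome. Neither explanation alone covers most of the remaining reads, and both predictions were written after these reads had first been looked at. No biological explanation was tested for this pattern.

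Reads of 25 to 29 nt made up 7.67% of the matched reads in clsy1234 and 1.45% in Col-0. Fragments of structural RNAs and 45S rDNA made up 91.5% of these reads in clsy1234, but without them the share was still 7.2 times that of Col-0. The prediction on structural RNAs was written after the length distribution had been seen. If the gel cut alone differed between the libraries, reads of structural RNAs and of protein-coding genes would rise alike with length, but at 29 nt their ratios differed by 113 times. The Col-0 value for protein-coding genes at 29 nt rests on 16 reads. More degraded RNA in clsy1234 was not tested, and neither was a biological explanation.

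In Col-0, 26.6% of the 23-nt reads had no perfect match to the genome, compared with 13.0% in clsy1234. Counted as distinct sequences, the order was the opposite, at 41.8% in Col-0 and 50.3% in clsy1234. Of the unmatched distinct 23-nt sequences in Col-0, 52.1% matched once the last nucleotide was removed and 1.8% once the first was removed, a ratio of 29.5. The nucleotide removed was A in 63.8% of these. In clsy1234 the ratio was 2.37. The hypothesis is that an untemplated nucleotide may be added at the 3′ end of Col-0 small RNAs. Sequencing errors were the other explanation. The prediction, written after the shares of unmatched reads had been seen, was on distinct sequences, and their share without a match at 23 nt was 1.46 times that at 24 nt, within the 1.5 times predicted for errors. Counted as reads it was 1.78 times, beyond this limit. The test thus depends on the unit counted. In Col-0, the ratio of matches without the last to matches without the first nucleotide was 29.5 at 23 nt but 2.84 at 24 nt. This contrast argues against errors that act alike at both lengths. Other errors were not excluded.

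At loci the paper studies by other assays, few or no 24-nt reads were found. Within 500 bp of the 3′ end of AT1G26400 (chromosome 1 from 9132791 to 9133790) and of AT1G26390 (chromosome 1 from 9129513 to 9130512), there were 0 reads of 24 nt in both libraries. In the 1000 bp upstream of ROS1 (AT2G36490, chromosome 2 from 15314808 to 15315807) there were 2 reads of 24 nt in each library.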
